A study of Mus musculus with 4 samples. Its data were reported in "Members of an array of zinc finger proteins specify distinct Hox chromatin boundaries" (2024).

How the data were processed

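Micro-C, a form of chromosome conformation capture in which cross-linked chromatin is cut with micrococcal nuclease and ligated in place, was performed in E14 mouse embryonic stem cells (ESCs) and in cervical motor neurons (MNs) differentiated from them. WT and PATZ1 KO cells were profiled in each cell state, with 1 library in each of the 4 groups. Groups were taken from the sample labels. There were no replicates, so no difference given here has a replicate check, no p-value was computed across pairs, bins or windows, and each test of the authors compares 2 libraries and not the conditions.

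The libraries were made with a Dovetail kit, and mapping, contact matrices and the comparison were run by that company for the authors. HiCcompare was applied to WT against PATZ1 KO, separately in ESCs and in MNs. The deposited output is a list of pairs of 8 kb bins on the same chromosome for each cell state. The genome build was not stated for Micro-C. Chromosome ends were therefore set against the mouse assembly GRCm38: none of the 20 chromosomes ran past its end there, and the last listed bin of 19 of them lay within 1 bin of the last sequenced base. GRCm38 and its gene annotation were used on that basis, and all coordinates are 1-based.

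The interaction frequencies of the deposited lists are whole-number counts of contacts per pair of bins, not scaled by the authors. The adjusted interaction frequencies are a signal that the authors obtained by joint normalization of both libraries against distance. The adjusted log2 ratio, which the authors derived from the adjusted signal, is the difference of PATZ1 KO over WT, and the deposited correction is the log2 ratio before normalization minus the one after it. The score that the authors deposited for a pair is its adjusted log2 ratio, centred and divided by its standard deviation within the chromosome. The p-value in the authors' deposited table followed from this score, although the methods name a permutation p-value, and the adjusted p-value followed from Benjamini-Hochberg adjustment within each chromosome and distance. When the adjustment was recomputed in this way, it differed from the authors' deposited table by more than 1e-06 for 119 pairs in ESCs and 58 in MNs.

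The columns of the lists are numbered 1 and 2 and carry no sample name. Every direction given here rests on reading number 1 as WT and number 2 as PATZ1 KO, which is the order in which the comparison is named. Only pairs with at least 1 contact in both libraries are listed, which removes pairs seen in 1 library alone. A pair was tested when its mean adjusted interaction frequency was over 2 and each adjusted interaction frequency was at least 1. No listed pair broke this rule in either cell state.

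From these lists the contact totals, the decay of contact with distance, and the number and direction of pairs with an adjusted p under 0.05 in the authors' deposited table were computed. The share of contacts under 200 kb left out contacts within 1 bin. Enriched pairs lay 100 kb to 2000 kb apart with a mean adjusted interaction frequency of at least 20 and at least 4 times the mean at the same distance on the same chromosome. They stand in for loops, since loop calls were not analysed here, and were chosen on the mean of both libraries so that neither was favoured. The insulation score of a bin was the log2 of the mean adjusted contact in a 250 kb square spanning the bin over the chromosome mean, and boundaries were local minima under -0.2 in the mean of both libraries. Compartments were the sign of the first eigenvector of the correlation matrix of observed over expected contact in bins of 256 kb, oriented by gene density. Contact change per region was the median adjusted log2 ratio of pairs with both bins in a 2 Mb window.

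The named loci were fixed before the data were examined: the HoxA, HoxB, HoxC and HoxD clusters, Grb10, Dsp and Patz1. The 3 pairs with the smallest adjusted p in the authors' deposited table were also named for each cell state and direction, with the genes overlapping their bins. Segments, recurrent bins and the lowest-scoring bin of each Hox cluster were named after their values were seen.

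Intervals are at the 95% level, exact binomial (Clopper-Pearson) for shares and from binomial order statistics for medians. They cover counting error only, and neighbouring pairs are not independent of each other. Contacts summed over the listed pairs ranged from 110991835 to 170946673 per library, but a listed pair held a median of 2 contacts in every library, so the precision of a single pair was low. These sums leave out pairs seen in 1 library alone and are not the full depth of a library.

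The alternatives fixed before the data were examined were another threshold or adjustment of the p-values, a minimum mean interaction frequency of 10, unadjusted ratios scaled to the same total, other distances, windows, squares and bin sizes, thinning of the deeper library, and leaving out chromosome X. Alternatives chosen afterwards were the test of every pair with a mean over 2, adjustment within each chromosome and enrichment over a surrounding ring of pairs. Leaving out X for enriched pairs and using unadjusted ratios for the correlation of windows were also chosen afterwards. So were matching on GC content and a filter of chromosomes on the correlation of the eigenvector with gene density. The last replaced a filter on the correlation of WT with PATZ1 KO that removed no chromosome, and the adjustment within each chromosome was first run with untested pairs included and then restricted to tested pairs. A random split of each pair's summed contacts between 2 libraries of the real depths was repeated 5 times with a fixed seed. It was run with a correction averaged per distance class and, added after that result was seen, with the deposited correction.

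Segments of altered contact were runs of at least 4 windows of about 100 kb in which the log2 ratio of contacts up to 200 kb, set against the autosomal median, was beyond 0.4 on the same side in ESCs and in MNs. This window and run length replaced a coarser setting after the data were seen. Bins at Patz1 were set against the 25 bins on each side, leaving out the nearest 3, among bins with at least 200 contacts in both libraries, a minimum lowered after the data were seen.

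The score test and the steps for insulation, compartments, segments and the ring were tested on simulated data. With counts drawn for 20377 pairs of chromosome 19 in ESCs up to 200 kb apart with a mean of at least 20, the score test recovered 196 of 197 changed pairs and made 9 false calls. With 52800 such pairs with a mean of 2 to 5, it recovered 0 of 126. The planted changes were 3 up or down on the log2 scale. Each simulated set was scored on its own spread and adjusted together. The authors scored a pair on the spread of all tested pairs of its chromosome, so these rates are not those of their test. The simulated boundaries, compartment switches, segments and dots were all recovered, 28 of 28, 20 of 20, 3 of 3 and 50 of 50. The other steps had no simulation. Computations used Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, pyarrow 21.0.0 and matplotlib 3.10.9.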

Results

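To ask how loss of PATZ1, a zinc finger protein studied as an insulation factor at Hox gene borders, bears on genome organization, Micro-C contacts were compared between WT and PATZ1 KO cells in ESCs and in cervical MNs. Each of the 4 groups had 1 library. The list of ESC pairs held 23095428 pairs of bins and the list of MN pairs 21005697, all within 20 chromosomes (the autosomes and X). Contacts over the listed pairs summed to 170946673 in WT ESCs, 160496081 in PATZ1 KO ESCs, 110991835 in WT MNs and 118032533 in PATZ1 KO MNs. The WT library was thus the deeper one in ESCs and the PATZ1 KO library the deeper one in MNs. A listed pair with only 1 contact made up 37.5% of pairs in WT ESCs, 39.6% in PATZ1 KO ESCs, 46.5% in WT MNs and 44.97% in PATZ1 KO MNs.

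The targeted gene was examined first. Patz1 lies on chromosome 11 from 3288874 to 3309083 on the plus strand (GRCm38) and overlaps 3 bins. In the first of them, 3288001 to 3296000, contacts went from 562 in WT to 399 in PATZ1 KO ESCs and from 380 to 228 in MNs. Scaled to the library totals, the log2 ratio of PATZ1 KO over WT was -0.40 (-0.59 to -0.22) in ESCs and -0.83 (-1.07 to -0.59) in MNs. Set against the neighbouring bins it was -0.45 and -0.58, lower than in all but 0.00834% of 299862 bins in ESCs and 0.00242% of 289216 bins in MNs. The other bins of the gene stood at 0.13 and 0.0082 against their neighbours in ESCs and at -0.22 and -0.25 in MNs. In both cell states the library read as PATZ1 KO was therefore the one with fewer contacts at the 5' end of Patz1.

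The decay of contact with distance was then compared. Contacts under 200 kb made up 68.3% of the contacts outside single bins in WT ESCs and 67.3% in PATZ1 KO ESCs, a difference of -1.02 percentage points (-1.03 to -1.01). In MNs the shares were 64.3% and 64.6%, a difference of 0.263 points (0.247 to 0.278). The MN difference changed sign when the limit was moved from 200 kb to 1 Mb, where it was -0.105 points. By distance, the log2 ratio of the share in PATZ1 KO over WT ESCs went from 0.033 within 1 bin to -0.063 at 16 to 40 kb and 0.079 at 2000 to 5000 kb. In MNs it went from 0.072 within 1 bin to -0.088 at 104 to 200 kb and -0.086 beyond 10000 kb. The share of contacts that fell on chromosome X rose from 2.86% in WT to 3.78% in PATZ1 KO ESCs, and from 2.52% to 3.73% in MNs.

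**Figure D1:**
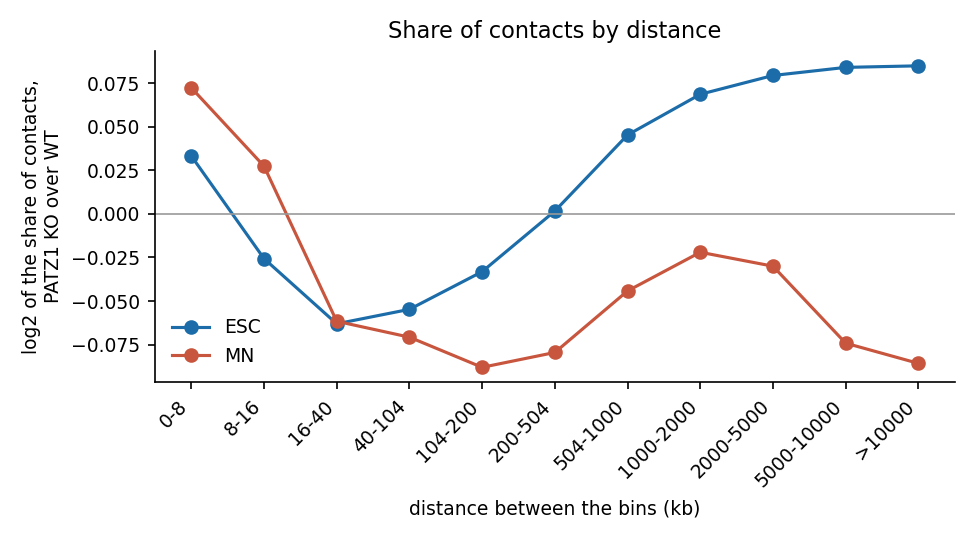
Log2 ratio of the share of contacts in PATZ1 KO over WT (vertical axis) by distance between the bins in kb (horizontal axis), with 1 point per distance class for ESCs and for MNs. The ESC ratios rise from -0.063 at 16 to 40 kb to 0.079 at 2000 to 5000 kb, while the MN ratios stay below 0 from 16 kb on.

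Differential interactions were taken from the authors' deposited table. Of 11757603 tested pairs in ESCs, 141 had an adjusted p under 0.05 in the authors' deposited table, of which 140 were lower and 1 was higher in PATZ1 KO. In MNs, 466 of 8640009 tested pairs in the authors' deposited table passed, of which 8 were lower and 458 higher. The share of pairs lower in PATZ1 KO by the authors' deposited table was 99.3% (96.1% to 99.98%) in ESCs and 1.72% (0.744% to 3.35%) in MNs. This split depended on which pairs were tested and on the centring of the scores. With every pair of a mean over 2 tested and no centring, 50 pairs passed in ESCs with 58.0% lower (43.2% to 71.8%) and 55 in MNs with 18.2% lower (9.08% to 30.9%). With the same pairs and centred scores, 101 passed in ESCs with 95.05% lower and 76 in MNs with 14.5% lower. When the p-values of the authors' deposited table were put through Benjamini-Hochberg adjustment over all tested pairs of a cell state, 0 pairs passed in either, and the smallest adjusted values were 0.623 in ESCs and 0.576 in MNs. Without adjustment, 925970 pairs in ESCs and 741481 in MNs had a p under 0.05 in the authors' deposited table, or 7.88% and 8.58% of those tested.

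Most of these pairs rested on very few contacts. Of the pairs that passed in the authors' deposited table, 138 of 141 in ESCs and 462 of 466 in MNs had a single contact in 1 of the libraries. Their median distance was 3.62 Mb in ESCs and 3.57 Mb in MNs. For 99 pairs in ESCs and 148 in MNs the pair was the sole one tested at its distance on its chromosome in the authors' deposited table, so that its p-value was not adjusted at all. Among pairs with an unadjusted p under 0.05 in the authors' deposited table, the share lower in PATZ1 KO ESCs fell from 99.6% at a mean interaction frequency of 2 to 3 through 57.3% and 41.3% to 33.4% at 10 to 20 and 30.6% (22.2% to 40.1%) at 20 to 50. In MNs the same share in the authors' deposited table was 33.1% at a mean of 2 to 3, 47.8% at 3 to 5, 55.3% at 5 to 10, 59.4% at 10 to 20 and 55.7% (50.5% to 60.9%) at 20 to 50. At a mean over 50 only 2 such pairs in ESCs and 9 in MNs remained in the authors' deposited table, of which 1 and 4 were lower. Among the pairs that passed after adjustment in ESCs, those lower in PATZ1 KO were 111 of 112 at a mean of 2 to 3, and all 20, 5, 3 and 1 in the classes from 3 to 5, 5 to 10, 10 to 20 and over 50 in the authors' deposited table.

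**Figure D2:**
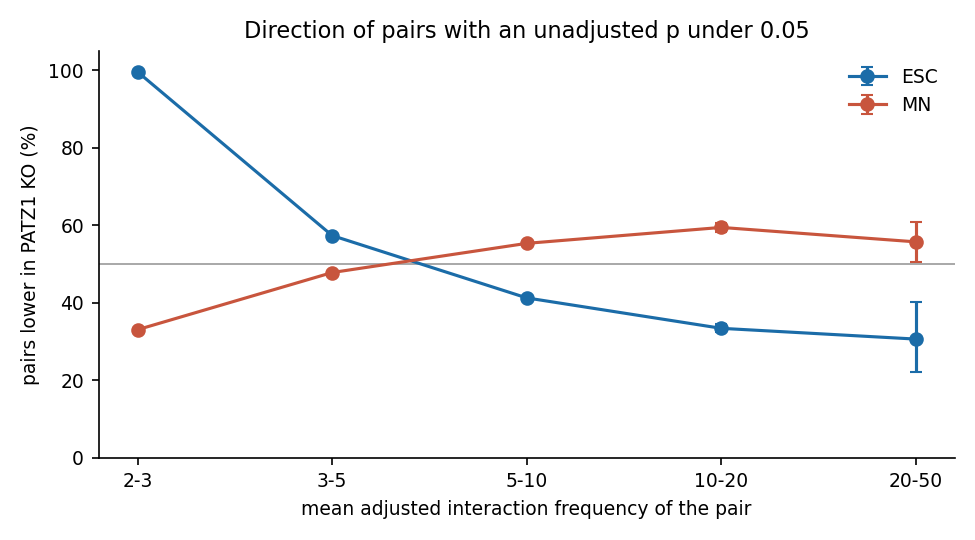
Percent of pairs lower in PATZ1 KO among pairs with an unadjusted p under 0.05 in the authors' deposited table (vertical axis) by mean adjusted interaction frequency (horizontal axis), for ESCs and MNs, with exact binomial intervals as bars. The ESC share falls from 99.6% to 30.6%, crossing 50%, and the MN share rises from 33.1% to 55.7%, with its highest value, 59.4%, at 10 to 20.

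The pair with the smallest adjusted p among those lower in PATZ1 KO ESCs joined bins at 122216001 (Gm43158) and 138392001 (Adh6-ps1) on chromosome 3, with 9 contacts in WT and 1 in PATZ1 KO and an adjusted p of 0.000593 in the authors' deposited table. The next joined Dlg2 at 91976001 with Sbf2 at 110568001 on chromosome 7, and a bin of Aida and Brox at 183296001 with Gm27940 at 195240001 on chromosome 1, each with 7 contacts against 1. The only higher pair in the authors' deposited table joined 43008001 with Pole4 at 82680001 on chromosome 6, with 1 contact in WT and 5 in PATZ1 KO. In MNs, the higher pair with the smallest adjusted p, 8.41e-06 in the authors' deposited table, joined 39840001 on chromosome 17 (Gm26917, Gm42418, AY036118 and CT010467.1) with 56000001 (Mpnd and Stap2) and had 2 contacts in WT and 30 in PATZ1 KO. It was followed by Ceacam5 at 17720001 with Gm7546 at 65632001 on chromosome 7, with 1 contact against 9, and by 96152001 with 100768001 on chromosome 8, with 1 against 10. Of the lower MN pairs, the 2 with the smallest adjusted p in the authors' deposited table spanned 24 kb each. They joined 97904001 with Plxdc1 at 97928001 on chromosome 11, with 37 contacts in WT and 1 in PATZ1 KO, and AC171111.1 at 14264001 with Smoc2 at 14288001 on chromosome 17, with 25 and 1. The third joined Dis3l2 at 86728001 with F730311O21Rik at 132336001 on chromosome 1, with 5 contacts and 1. The 2 pairs of 24 kb were among 14474 and 10704 pairs tested at that distance on their chromosomes. Every other pair named here was the sole one tested at its distance, so its adjusted p equals its unadjusted p. The order by adjusted p thus mixes adjusted and unadjusted values. The Plxdc1 pair lies within a segment of chromosome 11 whose contacts were lower as a whole in PATZ1 KO, described further on.

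Over all pairs, the median adjusted log2 ratio was 0.026 in ESCs and -0.033 in MNs. The HoxA window, chromosome 6 from 51000001 to 53000000, which holds the cluster at 52155590 to 52260880, had 199897 contacts in WT and 187398 in PATZ1 KO ESCs. Its median adjusted log2 ratio was 0.017 (0.016 to 0.020), at percentile 4.42 of 1289 other windows, and no pair in it was differential in the authors' deposited table. In MNs it had 146273 contacts in WT and 140880 in PATZ1 KO, with a median of -0.0586 (-0.0592 to -0.0581) at percentile 9.56. The median window stood at 0.054 in ESCs and -0.024 in MNs, so that the HoxA window differed from it by -0.036 in ESCs and -0.035 in MNs. The scaled log2 ratio of its summed contacts was -0.0021 in ESCs and -0.14 in MNs, at percentiles 55.5 and 28.0. Among pairs with a mean of at least 10, the HoxA median was 0.00032 in ESCs and -0.15 in MNs. The HoxD window stood at 0.049 in ESCs and -0.0083 in MNs, the HoxC window at 0.055 and -0.040, the Dsp window at 0.063 and -0.018, the Grb10 window at 0.053 and 0.079, and the Patz1 window at 0.10 and 0.030. The HoxB window stood at 0.027 and -0.018, and overlaps the segment of chromosome 11 with lower contacts. Among pairs with a mean of at least 10, the medians in ESCs and MNs were -0.049 and -0.31 for HoxC, -0.073 and -0.28 for HoxB, 0.0052 and -0.013 for HoxD, 0.071 and -0.15 for Dsp, -0.012 and 0.20 for Grb10, and 0.16 and -0.15 for Patz1. After a fit on GC content, the ratio of summed contacts of the HoxC window stood at percentile 0.330 in ESCs and 5.12 in MNs, that of HoxB at 0.0824 and 0.165, and that of Patz1 at 90.7 and 99.8, while those of HoxA, HoxD, Grb10 and Dsp stood between 12.2 and 61.6. None of the 7 windows held a differential pair in the authors' deposited table in either cell state.

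Within the clusters, the bin with the lowest insulation score of HoxA was 52248001 to 52256000 in ESCs (Hoxa11os), with a score of -1.45 in WT and -1.34 in PATZ1 KO. In MNs it was 52224001 to 52232000 (Hoxa9 and Hoxa10), with -2.38 in WT and -2.54 in PATZ1 KO. These changes, 0.11 and -0.16, stood at percentiles 87.2 and 26.3 of all bins. The change at HoxC was -0.22 in ESCs at Hoxc11 (percentile 5.31) and -0.42 in MNs at Hoxc5 and Hoxc10 (percentile 2.04). These HoxC bins had WT scores of 0.36 in ESCs and 0.35 in MNs, above the chromosome mean, and so were not boundaries in WT. The mean change over the whole HoxC cluster was -0.26 in ESCs and -0.49 in MNs. The percentiles were not matched on GC content. HoxB and HoxD changed by 0.046 and 0.091 in ESCs and by 0.00059 and 0.0076 in MNs. These bins were picked for their scores, and none of the changes has a replicate to be set against.

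**Figure D3:**
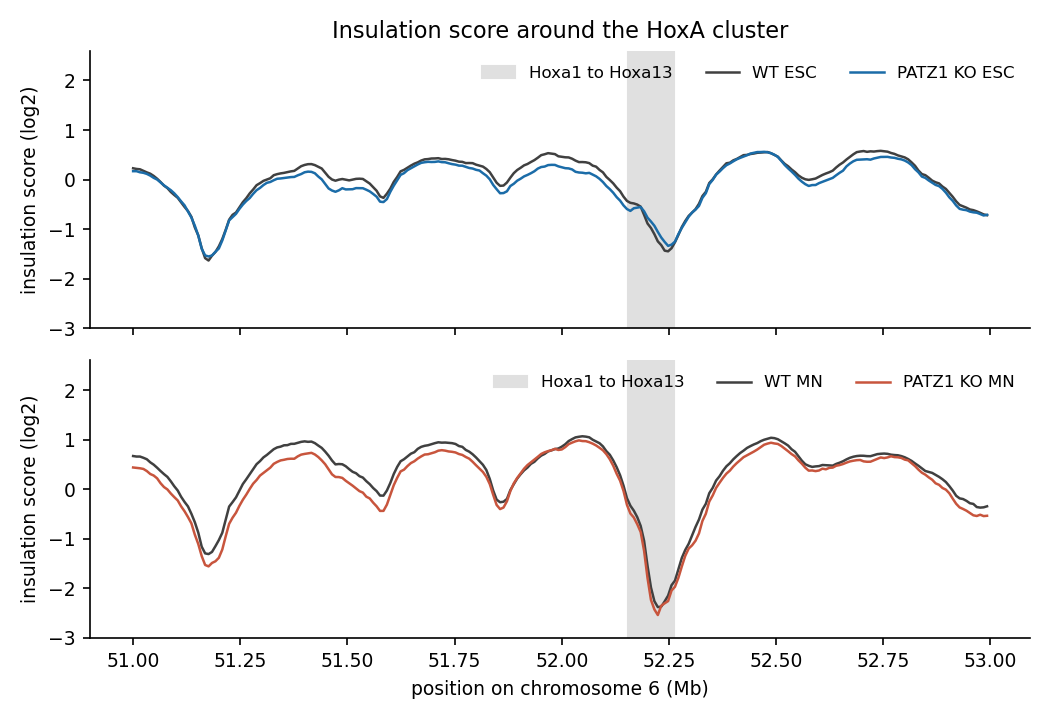
Insulation score (vertical axis, log2) per 8 kb bin by position on chromosome 6 in Mb (horizontal axis), for WT and PATZ1 KO ESCs (upper) and MNs (lower), with the span of the HoxA genes shaded. Lower scores mean fewer contacts across the bin, and the lowest bin of the cluster went from -1.45 to -1.34 in ESCs and from -2.38 to -2.54 in MNs.

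Enriched pairs were then examined as a stand-in for loops. Their median adjusted log2 ratio was 0.011 (-0.018 to 0.037) over 1682 pairs in ESCs and -0.049 (-0.11 to 0.017) over 446 pairs in MNs, so that no shift from 0 was detectable in either beyond counting error. Of these pairs, 49.1% (46.7% to 51.5%) were lower in PATZ1 KO ESCs and 53.4% (48.6% to 58.1%) in MNs, and 0 were differential in the authors' deposited table. The sign depended on what the pairs were set against. Relative to all pairs at the same distance the median was -0.099 in ESCs and -0.040 in MNs. With the pairs instead chosen by standing out 2 times from a surrounding ring, the median relative to the ring was 0.061 (0.053 to 0.068) over 27543 pairs in ESCs and 0.068 (0.052 to 0.080) over 10474 pairs in MNs.

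Insulation was compared at 4074 boundaries in ESCs and 4162 in MNs. The median change in score, PATZ1 KO minus WT, was -0.027 (-0.030 to -0.022) in ESCs and -0.060 (-0.069 to -0.052) in MNs, against -0.0077 and -0.0045 over all bins. A higher score in PATZ1 KO was found at 39.5% (38.0% to 41.0%) of boundaries in ESCs and 39.8% (38.3% to 41.3%) in MNs. The scores of WT and PATZ1 KO at boundaries correlated across boundaries at 0.990 in ESCs and 0.9753 in MNs, and boundaries are not independent replicates. Subtracting the change of bins with the same GC content moved the medians most in MNs, to -0.022 in ESCs and -0.0070 in MNs.

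Compartment signs differed between WT and PATZ1 KO for 88 of 9732 bins in ESCs, or 0.904% (0.726% to 1.11%), of which 48 went from A to B and 40 from B to A. In MNs, 97 of 9721 bins differed, or 0.998% (0.810% to 1.22%), with 51 from A to B and 46 from B to A. Without the tenth of bins nearest 0 in each library, these shares were 0.0692% and 0.0347%. Between WT ESCs and WT MNs, 17.5% of 3888 bins differed over the 9 chromosomes where the eigenvector followed gene density in both cell states. WT and PATZ1 KO are listed over the same pairs, whereas ESCs and MNs are not, so the first comparison starts from more alike data than the second. The eigenvector followed gene density with a correlation of at least 0.3 on 10 chromosomes in ESCs and 12 in MNs.

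Whether the same contacts changed in both cell states was examined last. Of 6399759 pairs tested in both, 14 were differential in ESCs and 41 in MNs in the authors' deposited table, and 0 were shared, where chance gave 8.97e-05. Allowing 1 bin on either side, 2 were shared, and 0 of these had the same direction. Changes of 2 Mb windows correlated at 0.769 (Pearson) and 0.0551 (Spearman) between ESCs and MNs over 1289 windows, which are not independent replicates. Without chromosome X the Pearson correlation was 0.00750 over 1212 windows, so the relation rested on X.

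Contacts up to 200 kb were offset along chromosome X in both cell states. From a breakpoint at 101.92 Mb in ESCs and 102.128 Mb in MNs, the distal side of X stood 0.91 above the proximal side on the log2 scale in ESCs and 0.85 in MNs. On chromosome 11, a segment from 87568001 to 87984000 with 15 protein-coding genes was set against its flanks for contacts beyond 1 bin and up to 400 kb, and stood at -0.88 in ESCs and -0.93 in MNs. A second segment, from 96824001 to 98280000 with 41 protein-coding genes, stood at -0.84 and -0.78 in the same measure, its contacts going from 131578 in WT to 72790 in PATZ1 KO ESCs and from 103814 to 53191 in MNs.

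**Figure D4:**
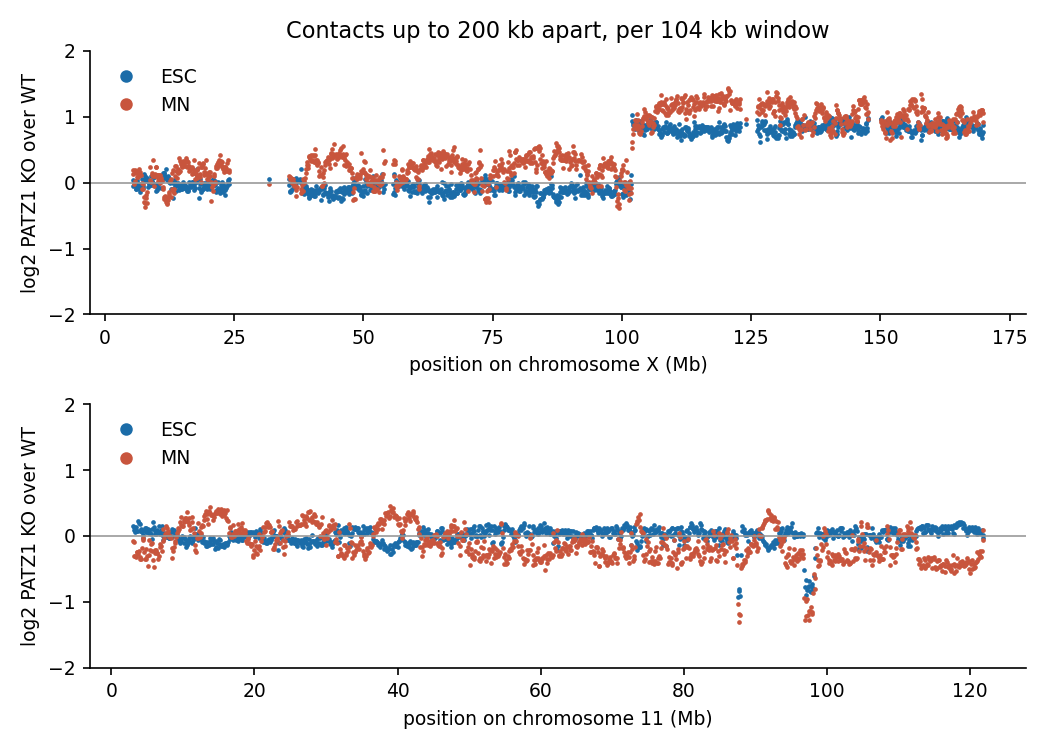
Log2 ratio of contacts up to 200 kb in PATZ1 KO over WT (vertical axis, relative to the autosomal median) by position in Mb (horizontal axis) on chromosome X (upper) and chromosome 11 (lower), 1 point per window of 104 kb for ESCs and MNs. The ratio steps up by 0.91 in ESCs and 0.85 in MNs near 102 Mb of X, and drops in 2 short segments of chromosome 11.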

Values the study reported

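The study reported 1146 differentially expressed genes in PATZ1 KO ESCs and 3800 in PATZ1 KO MNs. In ESCs, PATZ1 was found at about 35% of loop anchors.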

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

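Chosen only after the results were seen were the test of every pair with a mean over 2 and no centring, the test of the sign of the correction, the comparison of the number of pairs from a random split and the reading of its direction, the random splits with the deposited correction and those with no centring, the thinning of the short-range share as a test of depth, and the setting of the HoxA window against the median window and against windows with the same GC content.

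The share of contacts under 200 kb moved by -1.02 percentage points in ESCs and by 0.263 points in MNs, opposite ways in the 2 cell states, a difference that was not tested with 1 library per group. The MN rise rested on neighbouring bins, 8 to 16 kb apart, which went from 12.6% to 12.8% of all contacts. Every class from 16 to 200 kb fell in both cell states. Its log2 ratios were -0.062 to -0.088 in MNs and -0.033 to -0.063 in ESCs. In each cell state the deeper library had the larger share under 200 kb, WT in ESCs and PATZ1 KO in MNs, which makes depth a candidate explanation. A listed pair has at least 1 contact in both libraries, and this raises the shallower library most at long range, where pairs hold few contacts. With the limit at 1 Mb the difference was -0.331 points in ESCs, on the same side, but -0.105 in MNs. There the deeper MN library had the smaller share, so depth alone would not account for MNs at that limit. When the deeper library was thinned to the depth of the shallower one, the difference was -0.508 points in ESCs and -0.387 in MNs, the same sign in both. Thinning itself removed 545566 listed pairs in ESCs and 578608 in MNs, and it was applied to 1 library alone, so this outcome is partly built in. Depth and loss of PATZ1 cannot be told apart here, because the pairs that the shallower library lost are not listed.

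The pairs that passed in the authors' deposited table were lower in PATZ1 KO for 99.3% in ESCs and for 1.72% in MNs, and this contrast between cell states was not tested either. Filtering is a candidate explanation. A pair with 1 contact in a library was tested only where the deposited correction raised that contact to at least 1, so the sign of the correction decided on which side a low pair could be tested. With a correction below 0, 0 of 1119095 ESC pairs with a mean over 2 and 1 contact in WT were tested, while all 695473 with 1 contact in PATZ1 KO were. With a correction above 0 in MNs, all 399642 pairs with 1 contact in WT were tested and 0 of 812194 with 1 contact in PATZ1 KO. Among pairs over 2.4 Mb apart with a mean over 2, the correction lay below 0 for 97.7% in ESCs and 0.594% in MNs, the side on which the passing pairs lie in each. As an example, pairs over 2.4 Mb apart with 4 contacts in 1 library and 1 in the other were listed 208 times higher in WT and 186 times higher in PATZ1 KO in ESCs, but 205 and 4 of them were tested. In MNs the same kind of pair was listed 1743 times higher in WT and 3516 times higher in PATZ1 KO, a lean present before the filter, and 6 and 3511 were tested. With the left-out pairs tested too and the centring kept, the share lower was still 95.05% in ESCs and 14.5% in MNs, which argues against the sign of the correction as the whole cause in either. When every pair with a mean over 2 was tested without centring, the share lower was 58.0% (43.2% to 71.8%) in ESCs and 18.2% (9.08% to 30.9%) in MNs. The filter together with the centring therefore stays open in ESCs. The MN share still lay far from even, which argues against the filter and the centring as the whole cause there.

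A random split of each pair's contacts between 2 libraries, in which no real difference exists, gave a mean of 181.2 passing pairs in ESCs (164 to 194 over 5 splits) and 389.8 in MNs (366 to 406) with a correction averaged per distance class, and 147 to 191 and 423 to 457 with the deposited correction. The 141 and 466 passing in the authors' deposited table lay within 1.5 times these numbers but outside each range, below it in ESCs and above it in MNs. Most of the number of pairs may thus come from depth and filtering. The direction differed more. With that correction, 61.5% of pairs were lower in the ESC splits (58.7% to 62.8% over 5 splits) and 32.4% in the MN splits (27.0% to 38.8%), on the same side as the real pairs but less one-sided. With the deposited correction, 88.7% were lower in ESCs (84.8% to 91.1%) and 5.75% in MNs (4.81% to 6.62%), but that correction was fitted on the real libraries and carries any real difference between them. With every pair of a mean over 2 tested and no centring, the MN splits gave 43.9% lower (37.3% to 50.9%) with the first correction and 52.7% (44.3% to 61.8%) with the second, against 18.2% (9.08% to 30.9%) in the real libraries, which argues against depth and filtering alone as the whole cause of the MN direction, as the whole interval of the real share lay outside the range of the splits in each of the 4 combinations of filter and correction. In ESCs the same setting gave 47.2% (41.8% to 55.4%) and 42.5% (37.8% to 44.6%) against a real 58.0% (43.2% to 71.8%), a share above both ranges whose interval overlaps both. Under the authors' filter the whole interval of the real share in ESCs lay outside the splits of both corrections. For ESCs, depth and filtering cannot be told apart from an effect of PATZ1 by these splits, since by the same rule of intervals the settings differ in their answer, and the joint normalization was not fitted anew on the splits. A thinned copy of the deeper library set against itself was void, as 100% of the pairs past 2 standard deviations fell on 1 side by construction. For the MN pairs over 2.4 Mb apart with 1 contact in a library and at least 4 in the other, a trend with GC content was also examined. The share higher in PATZ1 KO was 77.2% in the class of lowest GC content, 68.9% in the middle class and 57.6% (55.5% to 59.8%) in the highest. These counts were not scaled for depth, and PATZ1 KO was the deeper MN library. An excess over an even share can thus come from depth, and this cannot tell whether GC content and depth together are the whole cause. An effect of PATZ1 that differs between ESCs and MNs stays open and untested.

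The median adjusted log2 ratio of all pairs was 0.026 in ESCs and -0.033 in MNs, and that of the HoxA window 0.017 and -0.059, again opposite ways and untested as a difference. The joint normalization could account for the opposite signs, because it sets where each cell state is centred. Against the median window of the same cell state the HoxA window stood at -0.036 in ESCs and -0.035 in MNs, the same sign in both. Windows with the same GC content gave -0.042 and -0.037. These medians are set by pairs of few contacts and stood at percentiles 4.42 and 9.56 of all windows. The ratio of summed contacts in the HoxA window stood at percentile 55.5 in ESCs and 28.0 in MNs, and at 31.3 and 33.6 after a fit on GC content, so the window was not set apart by its sums.

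The authors' test left out 1163724 pairs in ESCs and 1197453 in MNs although their mean adjusted interaction frequency was over 2, because an adjusted value was under 1. Of these, 96.2% were higher in PATZ1 KO in ESCs and 32.2% in MNs, so that mostly the side that was rare among the passing pairs had been left out. No biological explanation was tested for the pairs left out, since the rule that left them out depends on counts and the correction alone.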

How the results depend on the processing

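Chosen only after the results were seen were the tests of every pair with a mean over 2, adjustment within each chromosome, the ring, the matching on GC content, the restriction to chromosomes that followed gene density, enriched pairs without X, and unadjusted window correlations. Over 18 results, 86 alternatives were run, of which 21 stayed within counting error or 1.5 times the count, 52 moved further without reversing and 13 reversed. Of the reversed values, 4 had an interval that included no change. The cause was not tested except where stated. No paired analysis was possible because each group had 1 library.

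The number of differential pairs (141 in ESCs and 466 in MNs in the authors' deposited table) fell to 11 and 37 at an adjusted p under 0.01 in the authors' deposited table. It was 4 and 9 when only pairs with a mean of at least 10 were counted, and 50 and 55 with every pair of a mean over 2 and no centring. With centring it was 76 in MNs. Adjustment over all pairs gave 0 in both, and adjustment within each chromosome gave 0 in ESCs and 1 in MNs, since larger families make adjustment stricter. Of the original pairs, 26 in ESCs and 44 in MNs were among the 50 and 55.

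The share lower in PATZ1 KO was 90.9% and 8.11% at an adjusted p under 0.01 in the authors' deposited table, 100% and 44.4% with a mean of at least 10, 58.0% and 18.2% with every pair of a mean over 2 and no centring, and 95.05% and 14.5% with centring. The 1 MN pair that passed within its chromosome was lower, which makes that share 100%. Where 0 pairs passed, no share could be given.

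The difference in short-range share was -0.916 points in ESCs and 0.591 in MNs under 100 kb, -0.331 and -0.105 under 1 Mb, and -0.508 and -0.387 after thinning, so MNs changed sign in the last pair of settings. The median of all pairs was 0.091 and -0.089 as an unadjusted ratio, which only restates the ratio of totals because the median pair has equal contacts. With a mean of at least 10 it was 0.020 in ESCs and 0.00996 in MNs, a change of sign in MNs. For the HoxA window the unadjusted values were the same 0.091 and -0.089, a mean of at least 10 gave 0.00032 and -0.15, a 1 Mb window gave 0.032 and -0.056, and windows with the same GC content gave -0.042 and -0.037, a change of sign in ESCs.

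For enriched pairs, a mean of at least 50 gave -0.12 (-0.21 to 0.011) in ESCs and 0.40 (-0.61 to 0.75) in MNs, of the other sign but with 0 inside both intervals. A limit of 2 times the mean could not change the MN pairs, as all with a mean of at least 20 already passed. As an unadjusted ratio the median was -0.032 in ESCs, of the other sign, and -0.13 in MNs, and after thinning -0.15 in MNs. Against all pairs at the same distance it reversed to -0.099 in ESCs. Pairs standing out from a ring gave 0.075 in ESCs and -0.055 in MNs, and relative to the ring 0.061 in ESCs and 0.068 in MNs, the latter reversed. Matching on GC content reversed both, to -0.093 and 0.069.

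Insulation at boundaries kept its sign under all 4 alternatives. It was -0.036 in ESCs and -0.075 in MNs with minima under -0.5, -0.071 in MNs with a 500 kb square, and -0.022 and -0.0070 after matching on GC content. Compartment switching was 0.0692% in ESCs and 0.0347% in MNs without the bins nearest 0, 0.685% and 0.783% on chromosomes that followed gene density, and 0.554% in MNs with bins of 512 kb. Shared differential pairs were 2 within 1 bin. The Pearson correlation of windows was 0.516 in windows of 1 Mb, -0.021 (-0.076 to 0.033) with a mean of at least 10, 0.0075 without X, 0.933 for unadjusted ratios and 0.369 for these without X. In the same order the Spearman correlations were -0.089, -0.553 (over 1283 windows), -0.132, 0.619 and 0.00043. By rank, windows with a mean of at least 10 thus moved opposite ways in ESCs and MNs. This correlation was not adjusted for GC content, whose trend ran opposite ways in the 2 cell states. For short-range ratios in windows of 1 Mb, the Pearson correlation between ESCs and MNs went from -0.803 to -0.042 after a fit on GC content.

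Depth limits what single pairs can show. In simulated ESC counts of chromosome 19 for pairs up to 200 kb apart, 0 of 126 changed pairs with a mean of 2 to 5 were recovered. With a mean of at least 20, 196 of 197 were. Each set was scored on its own spread, not on that of all tested pairs of the chromosome. How many such changes the authors' test would recover was therefore not simulated. Longer distances, where most of the differential pairs lay, were not simulated.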

Other observations

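Chosen only after the results were seen were the tests of the segments for copy number, joint normalization and GC content, the tests of depth and of GC content for boundaries, the comparison with a ring, and the matching of enriched pairs on GC content. The tests of GC content in regional ratios, of recurrent bins, and of the segments among pairs of high count were set before their outcome was seen.

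The ratio of short-range contacts in PATZ1 KO over WT varied along the genome with GC content, and in opposite directions in ESCs and MNs. Over windows of 1 Mb it correlated with GC content at 0.820 in ESCs (2385 windows) and -0.972 in MNs (2382 windows). Windows are not independent replicates. Within the A compartment of MNs the correlation was -0.965 and within B -0.973, and the difference between A and B went from -0.29 to -0.028 at matched GC content. In ESCs it went from 0.055 to -0.0058. The ratios of ESCs and MNs correlated at -0.803 and, after a fit on GC content, at -0.042. A GC bias between libraries is a candidate explanation for this regional pattern, and no compartment effect of PATZ1 is needed for it. GC content also follows gene density and replication timing, so a difference in cell cycle between the cultures may give the same trend and was not tested.

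Contacts of chromosome X stepped up at about 102 Mb in PATZ1 KO, by 0.91 in ESCs and 0.85 in MNs, and segments of chromosome 11 stepped down, in both cell states. A difference in copy number between the WT and PATZ1 KO cultures may explain these segments. The distal X was offset from the autosomes by 0.84 within 1 bin in ESCs and 0.76 up to 1 Mb, and by 1.01 and 0.92 in MNs, alike at both distances as a change in DNA amount would give. Contacts across the breakpoint were offset by only 0.016 in ESCs and 0.26 in MNs. The joint normalization is argued against, since the step of 0.91 is in the unadjusted contacts. The rule that lists only pairs present in both libraries is argued against too, since the distal offset was 0.83 among pairs with a mean of at least 20. GC content is argued against, because the second segment of chromosome 11 stood at -0.78 against its flanks in MNs and -0.84 in ESCs for contacts up to 400 kb, whereas the GC trend runs opposite ways in the 2 states. Whether the segments were in the cells before PATZ1 was deleted, or differ between the cultures for another reason, was not tested. The second segment of chromosome 11 overlaps the window of HoxB, whose contacts went from 105943 to 80893 in MNs, the lowest ratio of sums of all windows, so a change there may reflect DNA amount. The pairs within autosomal segments had a median adjusted log2 ratio of -0.48 in ESCs and -0.51 in MNs after the joint normalization, which did not remove the offset. Only 1 pair within them, in MNs, was differential in the authors' deposited table. Weaker segments on chromosome 6, 17056001 to 17472000 and 17576001 to 17992000, stood at 0.43 and 0.34 against their flanks in ESCs and only 0.10 and 0.068 in MNs.

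Some bins recurred in 3 or more of the differential pairs of the authors' deposited table, 2 in ESCs and 11 in MNs. A bin of Crebzf on chromosome 7, 90440001 to 90448000, was in 7 ESC pairs, and 49.8% of its contacts in WT reached over 2 Mb. All of these bins stood at or above percentile 99.49 of all bins for this share in WT. This test is void, because bins of differential pairs that lie far apart are picked for contacts at long range. Reads shared between repeats are a candidate explanation that it leaves open. The bins are part of 10 of 141 pairs in ESCs and 35 of 466 in MNs in the authors' deposited table. No biological explanation was tested for these bins.

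The score at boundaries fell in PATZ1 KO in both cell states, which would mean slightly stronger insulation. Depth is argued against as the cause, because the change was -0.027 in ESCs and -0.060 in MNs although the deeper library was WT in one and PATZ1 KO in the other. GC content is argued against as the whole cause in ESCs, where the change was -0.022 (-0.026 to -0.018) after matching. In MNs the change was -0.0070 (-0.010 to -0.0032) after matching, so GC content may make up most of it. Over all MN bins the change correlated with GC content at -0.806, and the interval covers counting error only. GC content as the whole cause therefore stays open in MNs. An effect of PATZ1, and a difference between the libraries in the share of contacts from random ligation, stay open, the latter untested.

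A loss of contact at loops was looked for with pairs that stand out from the ring around them. Relative to the ring, the median pair was higher in PATZ1 KO, by 0.061 in ESCs and 0.068 in MNs, which is not a loss against the ring. Not set against the ring, the median of these pairs was 0.075 in ESCs but -0.055 (-0.061 to -0.048) in MNs. The median of the ring itself was -0.15 in MNs, so the MN pairs were lower but fell less than their ring. Enriched pairs in ESCs went the other way from the ring-based pairs in ESCs, with -0.099 (-0.13 to -0.070) against all pairs at the same distance and -0.093 (-0.12 to -0.069) against pairs with the same GC content. In MNs these were -0.040 and 0.069. The direction at such pairs thus depended on what they were set against, and the cause was not tested. The ring-based pairs were chosen at 8 kb from the mean of both libraries and are not the loops called by the study, which is another measure. An enriched-pair control of other pairs with a mean of at least 20 was dropped, because 0 such pairs existed in MNs.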
